# miR‐204 downregulates EphB2 in aging mouse hippocampal neurons

**DOI:** 10.1111/acel.12444

**Published:** 2016-01-22

**Authors:** Chand Parvez Danka Mohammed, Hwanseok Rhee, Bong‐Kwan Phee, Kunhyung Kim, Hee‐Jin Kim, Hyehyeon Lee, Jung Hoon Park, Jung Hee Jung, Jeong Yeon Kim, Hyoung‐Chin Kim, Sang Ki Park, Hong Gil Nam, Keetae Kim

**Keywords:** aging, EphB2, hippocampus, miRNA204, NMDA receptor

## Abstract

Hippocampal synaptic function and plasticity deteriorate with age, often resulting in learning and memory deficits. As MicroRNAs (miRNAs) are important regulators of neuronal protein expression, we examined whether miRNAs may contribute to this age‐associated decline in hippocampal function. We first compared the small RNA transcriptome of hippocampal tissues from young and old mice. Among 269 hippocampal miRNAs, 80 were differentially expressed (≥ twofold) among the age groups. We focused on 36 miRNAs upregulated in the old mice compared with those in the young mice. The potential targets of these 36 miRNAs included 11 critical Eph/Ephrin synaptic signaling components. The expression levels of several genes in the Eph/Ephrin pathway, including EphB2, were significantly downregulated in the aged hippocampus. EphB2 is a known regulator of synaptic plasticity in hippocampal neurons, in part by regulating the surface expression of the NMDA receptor NR1 subunit. We found that EphB2 is a direct target of miR‐204 among miRNAs that were upregulated with age. The transfection of primary hippocampal neurons with a miR‐204 mimic suppressed both EphB2 mRNA and protein expression and reduced the surface expression of NR1. Transfection of miR‐204 also decreased the total expression of NR1. miR‐204 induces senescence‐like phenotype in fully matured neurons as evidenced by an increase in p16‐positive cells. We suggest that aging is accompanied by the upregulation of miR‐204 in the hippocampus, which downregulates EphB2 and results in reduced surface and total NR1 expression. This mechanism may contribute to age‐associated decline in hippocampal synaptic plasticity and the related cognitive functions.

## Introduction

Aging is often associated with cognitive decline and increased propensity for neurological diseases, leading to a lower quality of life in the elderly (Hedden & Gabrieli, 2004). The hippocampus is necessary for explicit learning in humans, and hippocampal synapses exhibit robust forms of long‐lasting associative synaptic plasticity that appear necessary for certain forms of learning in animals (Burgess *et al*., 2002). There have been numerous studies on the cellular and molecular mechanisms of cognitive impairment resulting from hippocampal aging and dysfunction (Driscoll *et al*., 2003; Chételat *et al*., 2013). Hippocampal aging is associated with a little change in the hippocampal gross structure or volume; it is associated with biochemical changes in the expression of hundreds of genes involved in neuronal signaling and synaptic plasticity (Blalock *et al*., 2003). Alzheimer disease (AD), one of the most devastating age‐related neurological diseases, involves functional impairment of the hippocampus, and older age is the greatest risk factor for idiopathic AD. It was recently shown that the transmembrane receptor tyrosine kinase EphB2 is depleted in the hippocampus of an AD mouse model and that reversing this depletion can rescue cognitive function (Cissé *et al*., 2011). Binding of EphB2 to its physiological ligand ephrin initiates signaling pathways critical for neuroplastic processes such as axon guidance, angiogenesis, and long‐term potentiation, a form of associative synaptic plasticity observed at hippocampal synapses (Klein, 2008).

MicroRNAs (miRNAs) repress protein expression by mainly binding to the 3′ untranslated region (UTR) of their target mRNAs and by destabilizing the mRNA or arresting translation (Huntzinger & Izaurralde, 2001; Ambros, 2004; Lewis *et al*., 2005). Approximately 50% of mammalian miRNAs are expressed in the brain (Krichevsky *et al*., 2003; Somel *et al*., 2011), many of which have critical roles in neurogenesis and neuronal development (Giraldez *et al*., 2005; De Pietri Tonelli *et al*., 2008). A number of hippocampal miRNAs regulate neuronal activity by targeting their downstream genes (Eacker *et al*., 2011; Juhila *et al*., 2011). For instance, in the miRNA‐mediated synaptic plasticity regulating pathway, miR501 (Hu *et al*., 2015), miR223 (Harraz *et al*., 2012) and miR134 (Jimenez‐Mateos *et al*., 2012) target GluR1, GluR2 and NR2B, and DHX36, respectively. Furthermore, small RNA transcriptome analysis in the whole brain of mouse revealed that miRNAs are potentially involved in the regulation of brain aging (Eacker *et al*., 2011). Hippocampal aging in rats and mice is associated with changes in the expression of many miRNAs (Inukai *et al*., 2012), suggesting that miRNAs contribute to cognitive decline by suppressing hippocampal proteins necessary for the neurocellular and synaptoplastic processes underlying learning and memory.

To test this notion, we profiled changes in the small RNA transcriptome of mouse hippocampus during aging (2–18 months). Age‐upregulated miRNAs were identified and one, miR‐204, was chosen as a promising candidate for inducing age‐related hippocampal dysfunction because it has been linked to EphB2 suppression; EphB2 was in fact downregulated in aged mouse hippocampus. Moreover, EphB2 is a known regulator of NMDA receptor subunit NR1 surface expression. We thus tested the effects of miR‐204 overexpression on EphB2 and NR1 surface expression in mouse hippocampal neurons. We also examined whether miR‐204 induces senescence in fully matured hippocampal neurons and observed an increase in the percentage of p16‐positive cells. This report showing miR‐204‐induced downregulation of EphB2 and NR1 in hippocampal neurons provides an important clue to the molecular mechanisms of age‐associated hippocampal dysfunction and associated cognitive decline.

## Results

### Hippocampal miRNAs are differentially regulated during aging

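Small RNA of the hippocampus of male C57BL/6J mice was sequenced at 3 ages. For each of the ages of 2, 6 and 18 months, RNA of 8 hippocampi from 4 mice was pooled and sequenced as 1 library, so there were no replicates and the spread between mice of one age is not known. RNA of 18 to 30 nucleotides was cut from a gel, ligated to adapters and read in single reads of 50 nucleotides. The authors mapped the reads to the mouse genome build NCBIM37, assigned them to known mature miRNAs by perfect match to miRBase release 16, and deposited the read count of each miRNA without normalization. The library of 2 months held 1564408 known-miRNA reads, that of 6 months 1906910 and that of 18 months 1946216. Each count was divided by the total of its library and is given as RPM, the reads per 1000000 known-miRNA reads. A change is a ratio of RPM between 2 libraries without a pseudocount. The 95% interval of a fold change was taken from the counts of the 2 libraries (log rate ratio). Reads were amplified by PCR without molecular identifiers, so these intervals cover counting error only, not differences between mice or between library preparations. Tests on the reads compare the libraries, not the ages.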

To assess whether changes in miRNA expression contribute to age‐related hippocampal dysfunction, we profiled the small RNA transcriptome of C57BL/6J male mice at the ages of 2, 6 and 18 months. The total number of filtered read counts was near or greater than 5 million for each stage. 

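A count of 10 reads corresponded to 6.39 RPM in the library of 2 months, 5.24 RPM in that of 6 months and 5.14 RPM in that of 18 months. At least 10 reads were counted for 363 miRNAs at 2 months, 379 at 6 months and 396 at 18 months. The reads were spread unevenly over the miRNAs. The 5 most abundant miRNAs took 47.7% of the reads at 2 months, 48.7% at 6 months and 45.4% at 18 months. The most abundant, miR-26a-5p, took 22.1%, 23.9% and 14.8% of the reads at the 3 ages.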

Known miRNA reads were between 1.5 and 2.0 million, and non‐miRNA reads were between 2.7 and 3.3 million for each stage (Table S1). miRNAs with less than 10 read counts were excluded from further analyses. The expression profiles of miRNAs in the hippocampus at all three ages are shown in Table S2. We identified 269 miRNAs expressed in the hippocampus, accounting for approximately 30% of all miRNAs identified in mice, in accordance with previous reports showing that the brain (and particularly the hippocampus) is enriched in miRNAs (Noren Hooten *et al*., 2010; van Spronsen *et al*., 2013). 

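Over all miRNAs with a count, 350 had at least 10 reads in every library, and 411 had at least 10 reads in at least 1 library. The paper's 269 miRNAs, as listed in Table S2, were all among the 350. The 81 miRNAs with at least 10 reads in every library that are not in the paper's list held 15.6% of the reads at 2 months, 15.5% at 6 months and 13.9% at 18 months. Table S2 lists 892 miRNAs in its sheet of raw reads, of which the 269 are 30.2%. A read was counted in at least 1 library for 659 of the 892. The fold changes beside the paper's statements on the 269 were taken over the same 269 miRNAs.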

We then identified miRNAs differentially expressed among the three age groups. Heat map analysis revealed that 80 of the 269 hippocampal miRNAs were differentially (twofold or greater) expressed when we combined the miRNAs differentially expressed between any two ages (Fig. 1A). 

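Of the 269 miRNAs, 80 (29.7%) changed at least 2-fold in RPM in at least 1 of the 3 comparisons between ages. The 80 comprised 40 miRNAs changed both between 18 and 2 months and between 18 and 6 months, 15 changed between 18 and 2 months but not between 18 and 6 months, 24 changed between 18 and 6 months but not between 18 and 2 months, and 1 changed only between 6 and 2 months. The choice of miRNAs moved this number most. It was 34 over those of the 269 with at least 100 reads in every library, and 131 over all miRNAs with at least 10 reads in at least 1 library with 1 read added to each count. It was 39 when the whole 95% counting interval had to lie past 2-fold.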

Of these, 49 were upregulated and 31 were downregulated. 

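Each changed miRNA was given the direction of its change between 18 and 6 months where that reached 2-fold, otherwise of its change between 18 and 2 months, otherwise between 6 and 2 months. The paper's text does not name its rule. By this rule, which was set with the list of Table S2 in view, 49 of the changed miRNAs were upregulated and 31 were downregulated. None of the miRNAs changed against both younger ages had opposite directions in the 2 comparisons. With the whole counting interval past 2-fold, 31 upregulated and 8 downregulated miRNAs remained.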

The heat map (Fig. 1A) and cluster analyses (Fig. S1) of the differentially expressed miRNAs showed that most expression changes were observed in the 18‐month‐old mice, whereas the expression changes between the mice aged 2 and 6 months were minimal. This is in contrast to a previous report in the whole brain of mice, where more downregulated miRNAs were found during aging (Inukai *et al*., 2012). 

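Between 6 and 2 months, 6 of the 269 miRNAs changed at least 2-fold, 1 upregulated and 5 downregulated. Between 18 and 2 months 55 changed, and between 18 and 6 months 64 changed. Counting smaller differences too, Fisher's exact test on the reads, with Benjamini-Hochberg adjustment, gave an adjusted p under 0.05 for 105 miRNAs between 6 and 2 months, 181 between 18 and 2 months and 182 between 18 and 6 months. The standard deviation of the log2 fold change across the miRNAs was 0.40 between 6 and 2 months, 0.81 between 18 and 2 months and 0.90 between 18 and 6 months. Pearson's r of log2 RPM across the miRNAs, which are not independent replicates, was 0.992 between 2 and 6 months, 0.968 between 2 and 18 months and 0.961 between 6 and 18 months. When each library was thinned at random to the size of the smallest, 100 draws gave between 4 and 11 changed miRNAs for 6 against 2 months and between 51 and 63 for 18 against 2 months. With a single library per age, it was not possible to test whether the library of 18 months differed by more than libraries of one age differ from each other. From the heat map and the clusters, the paper concludes that the changes in expression arose mostly in the mice of 18 months.

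**Figure D1:**
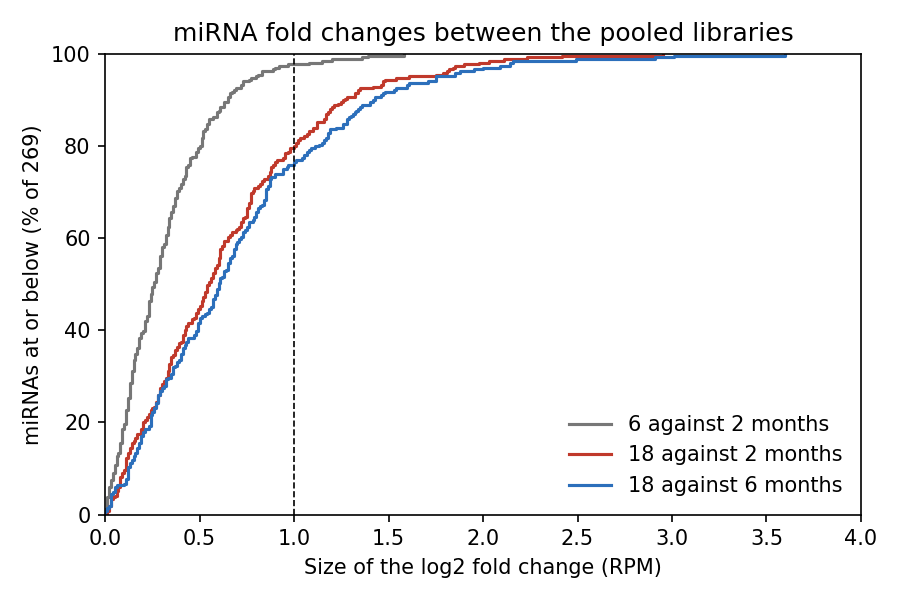
Share of the 269 miRNAs (vertical axis, %) whose log2 fold change in RPM is at or below a given size (horizontal axis), for each pair of pooled libraries. The dashed line marks a 2-fold change. The curve of 6 against 2 months rises earlier than the curves of 18 months, with 6 miRNAs beyond the line against 55 and 64.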

The greater proportion of differentially expressed miRNAs in the aged mice suggests that the downregulation of specific proteins contributes to age‐related deficits in the hippocampus. For further analysis of age‐associated miRNAs, we compared the expression of miRNAs in the 2‐ and 18‐month‐old mice (Fig. 1B). The differential expression of the miRNAs identified by small RNA‐seq data was confirmed by quantitative PCR analysis (Figs 1C and S2). 

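Between the libraries of 2 and 18 months, 36 of the 269 miRNAs were at least 2-fold higher at 18 months and 19 were at least 2-fold lower, and 214 changed less than 2-fold. In Fisher's exact test (two-sided) on the reads of each miRNA, with Benjamini-Hochberg adjustment over the 269 miRNAs, 54 of the changed miRNAs had an adjusted p under 0.05. The largest rises were those of miR-24-3p, from 158 to 1514 reads (7.70-fold, 95% counting interval 6.54 to 9.07), miR-324-5p, from 15 to 100 reads (5.36-fold), and miR-382-5p, from 89 to 520 reads (4.70-fold). The largest falls were those of miR-144-5p, from 56 to 17 reads (4.10-fold, interval 2.38 to 7.05), miR-298-5p, from 1379 to 436 reads (3.93-fold), and miR-677-5p, from 81 to 27 reads (3.73-fold). With edgeR's TMM normalization in place of the total, 12 miRNAs were downregulated. Neither the spread between mice nor that between pooled libraries of one age is known. The number of calls depended on the spread assumed between libraries, each a pool of 4 mice. In edgeR's exact test with an assumed biological coefficient of variation of 0.1, 53 miRNAs were past both 2-fold and an adjusted p of 0.05. With 0.2 there were 22, and with 0.4 there were 0.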

Among the hippocampal miRNAs differentially expressed between 2 and 18 months, 36 were upregulated and 19 were downregulated over twofold in the aged mice (Fig. 1B). Furthermore, the expression levels of the upregulated miRNAs were uniformly higher than those of the downregulated miRNAs, suggesting a greater regulatory role of miRNA‐mediated translation suppression with age.

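Expression volume is the square root of the product of the RPM at 2 months and the RPM at 18 months. Its median was 85.4 over the upregulated miRNAs and 60.5 over the downregulated miRNAs, a ratio of 1.41 (95% interval from 1000 redraws of the counts with the groups held fixed, 1.26 to 1.71). Redraws that formed the groups anew gave 1.43 to 4.92, a range that leaves out the ratio itself, so the counting error of the ratio is uncertain. The volumes overlapped widely. They ranged from 15.5 to 54361.4 in the upregulated group and from 8.1 to 10181.8 in the downregulated group. In 63.9% of all pairs of an upregulated and a downregulated miRNA, the upregulated one had the higher volume. Of the downregulated miRNAs, 8 had a volume above the median of the upregulated ones, and 13 upregulated miRNAs had a volume below the median of the downregulated ones. Among 10000 random splits of the same miRNAs into groups of these sizes, the ratio lay at percentile 78.7, which describes these libraries only. Measured by RPM at 2 months, the direction was opposite, with a median of 55.0 in the upregulated and 91.4 in the downregulated group, a ratio of 0.60. Measured by RPM at 18 months the medians were 132.3 and 40.1, a ratio of 3.30. These groups were formed by the ratio of 18 to 2 months, which by itself favours low levels at 2 months and high levels at 18 months in the upregulated group, so neither ratio is a separate test. From the higher levels of the upregulated miRNAs, the paper proposes a greater regulatory role of miRNA-mediated translation suppression with age.

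**Figure D2:**
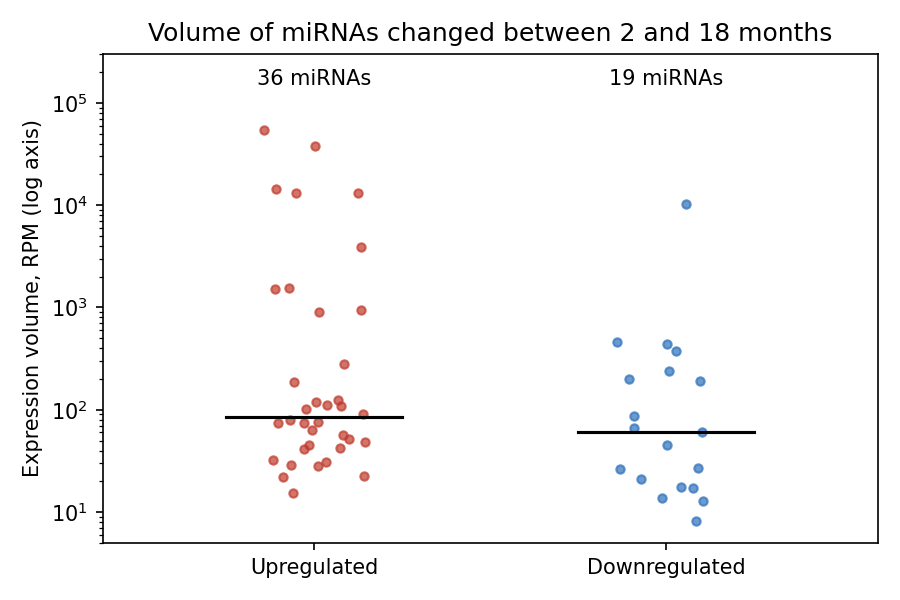
Expression volume in RPM (vertical log axis) of each miRNA changed at least 2-fold between 2 and 18 months, by direction of change. Each point is 1 miRNA, spread sideways for legibility, and each bar is the median. The median of the upregulated group, 85.4, lies above that of the downregulated group, 60.5, and the points of the groups overlap.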

**Figure 1:**
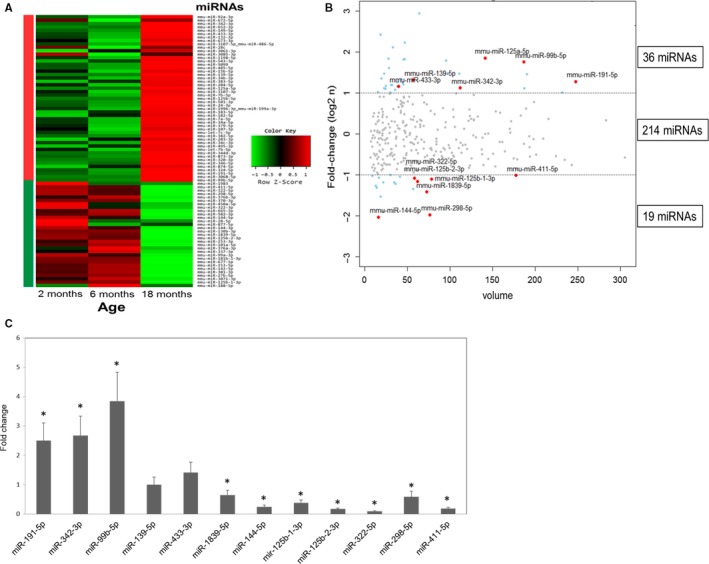
MicroRNAs differentially expressed in aged hippocampus of mouse. (A) Heat map of 80 miRNAs showing ≥ twofold change in the hippocampus between any two of the three age groups. Small RNA samples were pooled out of eight hippocampi from four individual mice for each age group. This sample was used for sequencing as a single library and subsequent bioinformatical analysis. (B) Scattered volume plot of miRNAs differentially expressed between the 2‐ and 18‐month‐old hippocampi with ≥ twofold change. The size of the marker represents the magnitude of expression according to the formula $\sqrt{\left(\mathrm{RPM}2m)*(\mathrm{RPM}18m\right)}$. The miRNAs marked in red were selected for qPCR validation. (C) qPCR validation of representative miRNAs differentially expressed between the 2‐ and 18‐month‐old hippocampi. miRNA levels were measured from three independent samples. Shown are the average and standard deviation for each miRNA, *P < 0.05. This result reflects the reliability of NGS data.

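In the sequencing data, the miRNAs labelled in Fig. 1B had the following changes from 2 to 18 months. The most abundant of them, miR-191-5p, rose from 34887 to 84706 RPM, 2.43-fold (95% counting interval 2.40 to 2.45). miR-99b-5p rose 3.37-fold (3.30 to 3.44) and miR-125a-5p 3.61-fold (3.48 to 3.76). miR-342-3p rose 2.18-fold (2.06 to 2.31). Counting error was wider for the less abundant miR-139-5p, which rose 2.50-fold (2.12 to 2.94) on 187 and 581 reads, and miR-433-3p, which rose 2.23-fold (1.73 to 2.86) on 83 and 230 reads, so that the interval of miR-433-3p reached below 2-fold. Among the labelled miRNAs that fell, miR-1839-5p was 2.67-fold lower (2.39 to 2.99), miR-125b-2-3p 2.24-fold lower (1.95 to 2.58), miR-125b-1-3p 2.15-fold lower (1.94 to 2.37), miR-322-5p 2.12-fold lower (1.82 to 2.46) and miR-411-5p 2.03-fold lower (1.98 to 2.07). The intervals of these last 4 reached below 2-fold. The qPCR samples of Fig. 1C were not analysed here.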

### Downregulation of Eph/ephrin pathway in aged hippocampus

To identify specific functions of these upregulated miRNAs in hippocampal aging, we searched the miRTarBase (http://mirtarbase.mbc.nctu.edu.tw) to find experimentally validated mouse targets. The targets genes were then subjected to pathway annotations using the Kyoto Encyclopedia of Genes and Genomes (KEGG). The most frequent targets of these miRNAs were cancer‐pathway genes (11 genes) (Table 1). The others included TGF‐beta and MAP kinase signaling pathway genes. As the number of experimentally validated targets is limited, we also searched for potential targets of these age‐upregulated miRNAs using TargetScan (http://www.targetscan.org/). The potential targets of these miRNAs included 136 cancer, 69 axon guidance and 67 insulin signaling pathway genes (Table S3). The high incidence of the insulin signaling pathway genes is consistent with that of a previous report (Inukai *et al*., 2012).

**Table 1:** Pathway annotations associated with experimentally validated targets of miRNAs upregulated in aged hippocampus

Gene ontology	Gene Count	*P*‐value
Pathways in cancer	11	4.30E‐07
TGF‐beta signalling pathway	7	1.40E‐06
MAPK signalling pathway	7	7.70E‐04
Wnt signalling pathway	5	3.60E‐03
Chronic myeloid leukema	4	4.20E‐03
Colorectal cancer	4	5.90E‐03
Cell cycle	4	1.70E‐02
Neurotrophin signalling pathway	4	1.80E‐02
Endometrial cancer	3	2.10E‐02
Acute myeloid leukaemia	3	2.50E‐02
Pancreatic cancer	3	3.90E‐02
Adherens junction	3	4.30E‐02
ErbB signalling pathway	3	5.40E‐02
Prostate cancer	3	5.80E‐02
GnRH signalling pathway	3	6.60E‐02
Toll‐like receptor signalling pathway	3	6.80E‐02
T‐cell receptor signalling pathway	3	9.30E‐02

The potential targets of the age‐upregulated miRNAs linked to axon guidance included 11 components of the Eph/ephrin signaling pathway (Table S4). We focused our analysis on the relationships between the age‐upregulated miRNAs and the expression of genes in the Eph/ephrin pathway as Eph signaling regulates synaptic plasticity and loss of EphB2 has been linked to age‐related cognitive dysfunction (Klein, 2008; Cissé *et al*., 2011). As many of the single components in the Eph/ephrin signaling pathway have multiple isoforms, we examined the expression of each gene by qRT–PCR. Of the 21 potential target genes in the Eph/ephrin signaling pathway (including isoforms), eight were downregulated (*P* < 0.05), 12 showed no significant change (*P* > 0.05), and only one was upregulated (*P* < 0.01) in the aged hippocampus (Fig. 2A). We further confirmed hippocampal expression of the ephrin ligand and receptor genes by qRT–PCR (Fig. S3A) and found that 7 of 14 putative miRNA target genes examined in the Eph/ephrin pathway were downregulated in the aged hippocampus. Of the 11 Eph/ephrin signaling components identified as possible targets (Table S4), six were downregulated, while RhoA, a downstream effector of Eph/ephrin signaling, was upregulated by 70% (Fig. 2A,B). We focused our interest on Eph receptor molecules in particular as they play the most critical roles in the maintenance of synaptic plasticity. The downregulated genes included critical Eph receptor molecules such as EphA4 and EphB2, showing approximately 30% and 25% decreases, respectively, in mRNA expression levels (Fig. S3A). EphA4 is involved in the regulation of synaptic plasticity (Murai *et al*., 2003; Filosa *et al*., 2009), and EphB2 controls both spine formation (Penzes *et al*., 2003) and synaptic plasticity (Grunwald *et al*., 2001, 2004; Henderson *et al*., 2001; Margolis *et al*., 2010). Thus, our results suggest that the age‐upregulated miRNAs downregulate the Eph/ephrin signaling pathway involved in synaptic function and plasticity.

**Figure 2:**
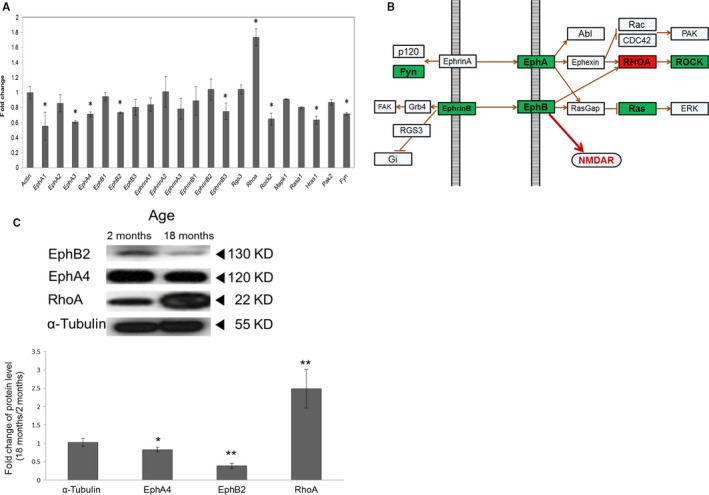
Downregulation of Eph/ephrin‐mediated axon guidance pathway genes in aged hippocampus. (A) qPCR validation of representative mRNAs in the Eph/ephrin‐mediated axon guidance pathway. mRNA levels were measured from three independent samples. Shown are the average and standard deviation for each mRNA, *P < 0.05. (B) Diagram depicting signaling relationships among the Eph/ephrin pathway genes, including those showing differential expression in hippocampus between the 2‐ and 18‐month‐old mice (red, upregulated in aged hippocampus; green, downregulated in aged hippocampus). (C) The protein levels of EphB2, EphA4, RhoA, and tubulin (internal control) in the 2‐ and 18‐month‐old hippocampi as measured by immunoblotting with antibodies specific to each protein. EphB2 protein level was downregulated by 60% in the aged hippocampus compared with that in the young hippocampus. *n* = 3 (three different animals), *P < 0.05 **P < 0.005.

### EphB2 is downregulated by miR‐204 in hippocampal neurons

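The hairpin gene of miR-204, Mir204, lies on chromosome 19 of NCBIM37 from 22825095 to 22825162 on the plus strand, in an intron of the protein-coding gene Trpm3, which is on the same strand. Its hairpin sequence is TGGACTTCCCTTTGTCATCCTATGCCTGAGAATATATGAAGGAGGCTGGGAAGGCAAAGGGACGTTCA, and the bases of miR-204-5p drawn in Fig. 3B, TTCCCTTTGTCATCCTAT, lie in its 5p arm. miR-204-5p was counted 13974 times at 2 months, 10280 times at 6 months and 37712 times at 18 months, or 8932 RPM, 5391 RPM and 19377 RPM. It was 2.17-fold higher at 18 than at 2 months (95% counting interval 2.13 to 2.21, log2 fold change 1.12) and 3.59-fold higher at 18 than at 6 months (3.52 to 3.67). Between 2 and 6 months it was 1.66-fold lower (1.62 to 1.70), so the change was not in one direction over the 3 ages. Fisher's exact test gave an adjusted p that was rounded to 0 for 18 against 2 months. With quantile normalization the rise was 1.70-fold. In edgeR's exact test with an assumed biological coefficient of variation of 0.1 its adjusted p was 9.9e-07, and with 0.2 it was 0.064. The related miR-211-5p, counted separately, had 2, 4 and 14 reads.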

Of the identified age‐upregulated miRNAs, miR‐204 is a promising regulator of Eph/ephrin signaling. First, miR‐204 targets EphB2 in glioma cells (Ying *et al*., 2014) and regulates retinal axon guidance through Efnb3 (ephrin ligand) and EphB2 (receptor) during eye development in medaka (Conte *et al*., 2014). We speculated that the age‐upregulated miR‐204 targets EphB2 mRNA and reduces EphB2 expression in aged hippocampus. Thus, we compared EphB2 mRNA and protein levels between the 2‐ and 18‐month‐old hippocampi and found that EphB2 protein was indeed 60% lower in the aged hippocampus (*P* < 0.005, *n* = 3), while EphB2 mRNA was reduced by 25% (*P* < 0.05) (Figs 2C and S3B).

We then tested whether miR‐204 can repress EphB2 expression in the HEK 293 cell line. For this assay, we generated a reporter construct (pLuc‐EphB2 3′ UTR) where the 3′ UTR of the EphB2 gene (miRNA‐bound region) was fused to the luciferase gene (LUC). Transfection with miR‐204 reduced luciferase activity by 35% (*P* < 0.05) compared with that by a scrambled control (Fig. S4). We then tested whether miR‐204 also represses EphB2 in hippocampal neurons. In primary hippocampal neurons 7 days *in vitro* (DIV) pretransfected with pLuc‐EphB2 3′ UTR, transfection of an miR‐204‐5p mimic resulted in a dose‐dependent decrease in luciferase activity (Fig. 3A), reaching 50% at 50 nm. We also tested the effect of the miR‐204 mimic in neurons expressing a version of pLuc‐Ephb2 3′ UTR with five point mutations in the miR‐204 binding sequence (Fig. 3B). In this case, the miR‐204 mimic did not induce a significant change in luciferase activity (Fig. 3C) indicating a specific interaction between the miR‐204 and Ephb2 3′ UTRs. In addition, the miR‐204 mimic repressed EphB2 protein expression by 40% (*P* < 0.05) in primary hippocampal neurons transfected at 2 DIV and harvested at 7 DIV (Fig. 3D).

**Figure 3:**
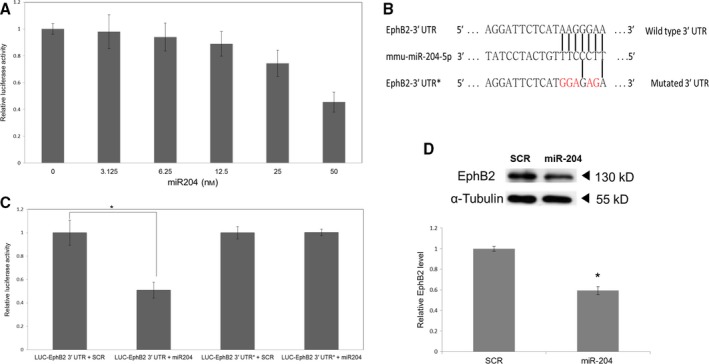
miR‐204 targets EphB2 in cultured primary hippocampal neurons. (A) miR‐204 represses the expression of luciferase‐Ephb2 3′ UTR in a dose‐dependent manner in primary hippocampal neurons. *N* = 3 independent cultures per treatment. Error bars indicate standard deviations. (B) The mutated 3′ UTR sequence of the luciferase‐Ephb2 3′ UTR* construct. Only the miRNA target sequences are shown. The mutated 3′ UTR contains five mismatches with miR‐204 (red). (C) Comparison of miR‐204‐induced luciferase repression in neurons transfected with wild‐type or mutant 3′ UTR sequences. SCR, Scrambled miRNA control. *n* = 3, error bars indicate standard deviations, *P < 0.005. (D) Effect of miR‐204 on EphB2 protein expression. Primary hippocampal neurons were transfected with miR‐204 mimic or scramble control miRNA (SCR). α‐tubulin was used as the gel loading control. Insert above: sample Western blot, *n* = 3. There was a significant decrease in EphB2 protein in neurons transfected with the miR‐204 mimic but not in those transfected with the scrambled control. Error bars indicate standard deviations, *P < 0.05.

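The site drawn in Fig. 3B, AGGATTCTCATAAGGGAA, occurs 1 time in the annotated 3′ UTR of mouse Ephb2. It lies on chromosome 4 of NCBIM37 from 136210962 to 136210979, on the minus strand, in the last of 16 exons of the transcript with the longest 3′ UTR, and begins at base 258 of that UTR of 7783 nucleotides. The reference sequence around it, read along the transcript, is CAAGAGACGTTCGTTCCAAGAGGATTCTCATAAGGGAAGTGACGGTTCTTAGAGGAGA. Aligned as drawn, the site has 8 Watson-Crick pairs with miR-204-5p, 7 of them in a row from the first base of the miRNA. Counted from 1 at the 5′ end of the drawn site, the substitutions in the mutated construct are A12G, A13G, G14A, G16A and A17G, opposite bases 7, 6, 5, 3 and 2 of the miRNA. The mutated site keeps 3 Watson-Crick pairs. The whole 3′ UTR has 3 sites of the same class (7mer-A1, pairing with bases 2 to 7 followed by an A), this one included, and 0 sites that pair with bases 2 to 8.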

### miR‐204 regulates surface expression of NR1 subunit of NMDA receptor

EphB2 is known to control the surface expression of the NMDAR NR1 subunit in hippocampal neurons (Cissé *et al*., 2011; Nolt *et al*., 2011), expression necessary for the induction of a robust form of long‐term hippocampal potentiation (Klein, 2008). In addition, EphB2 controlled the surface expression of NR1 in an AD mouse model, which could account for the reduced synaptic plasticity and learning deficits in these mice (Cissé *et al*., 2011). Collectively, these results suggest that miR‐204 downregulates the surface expression of the NR1 subunit in hippocampal neurons through EphB2. The effect of miR‐204 on the surface expression of the NR1 subunit was examined by surface biotinylation experiments in which primary hippocampal neurons were transfected with either the scrambled control or miR‐204 mimic at 2 DIV and harvested at 7 DIV for surface NR1 quantification. The total amount of NR1 protein was reduced by 38% upon transfection with the miR‐204 mimic, and the ratio of surface to total NR1 was decreased by 57% (Fig. 4A). siRNA against EphB2 as a positive control resulted in decrease in NR1 surface to total ratio by 77% compared with scramble (Fig. 4A), suggesting that miR204 is involved in the regulation of surface expression level of NR1 through EphB2.

**Figure 4:**
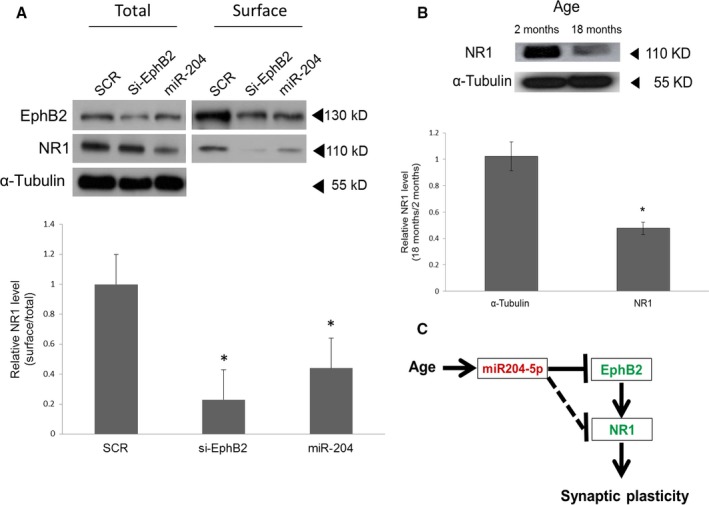
miR‐204 controls total and surface expression of the NMDA receptor NR1 subunit. (A) NR1 protein levels in 7 DIV hippocampal neurons after transfection with either scramble (SCR), siRNA against EphB2 or miR‐204 mimic (miR‐204) at 2 DIV. Biotinylated (surface) and total NR1 proteins were visualized by immunoblotting (top). α‐tubulin was used as a control. The absence of α‐tubulin in the surface fraction indicates clear separation of the intracellular and surface protein fractions. The surface fraction of NR1 was quantified from three independent experiments. Shown are the mean ratios of surface NR1 to total NR1. *P < 0.05, *n* = 3, error bars indicate standard deviations. (B) Reduced level of total NR1 protein in the aged hippocampus compared with that of the hippocampus as measured by Western blot (top). Shown at the bottom are the mean total NR1 levels quantified by densitometry from three independent experiments. *P < 0.05, *n* = 3, error bars indicate standard deviations. (C) Model of age‐associated loss of synaptic plasticity via miR‐204 upregulation. Red and green denote up‐ and downregulation of these genes, respectively, in the aged hippocampus. The solid line indicates miR‐204‐dependent NR1 regulatory pathways mediated by reduced EphB2 expression. The other pathway independent of EphB2 is indicated by the dotted line.

The decrease in NR1 surface expression induced by miR‐204 transfection was likely due, at least in part, to the repression of EphB2 as miR‐204 represses EphB2, and EphB2 controls the surface expression of NR1 (Cissé *et al*., 2011; Nolt *et al*., 2011). However, EphB2 is not known to regulate the total cellular expression of NR1. Moreover, the miR‐204 reduction cannot be direct because NR1 mRNA does not have the 3′ UTR target sequence. Thus, there may also be a second EphB2‐independent pathway for the miR‐204‐mediated repression of NR1 that involves another intermediary target. Accordingly, the increased miR‐204 expression in the aged hippocampus could contribute to the approximately 50% reduction in NR1 compared with the 2‐month‐old hippocampus (Fig. 4B; Nolt *et al*., 2011; Liu *et al*., 2008). These different pathways are schematically summarized in Fig. 4C.

### miR‐204 induces senescence‐like phenotype in hippocampal neurons

As miR‐204 and EphB2 are increased and decreased upon aging, respectively, and aging is strongly associated with cellular senescence (Jurk *et al*., 2012), we asked whether miR‐204 and EphB2 are involved in cellular senescence of hippocampal neurons during aging. Long‐term (DIV 21 to DIV 40) primary neuronal cultures are a useful tool for the investigation of neuronal senescence (Bertrand *et al*., 2011). We thus performed senescence‐associated beta‐galactosidase (SA‐β‐gal) assay on primary cultured hippocampal neurons at DIV 24. miR‐204 mimic and siRNA against EphB2 resulted in 13% and 16% of SA‐β‐gal‐positive cells, respectively, whereas scramble showed about 2% of senescent positive cells (Fig. 5A). We further examined whether this increase in the percentage of SA‐β‐gal‐positive cells is associated with the induction of another senescent marker p16. We found that miR‐204 and siRNA against EphB2 resulted in 9% and 13% of p16‐positive cells, respectively, in contrast to scramble showing about 3% of p16‐positive cells (Fig. 5B). These data suggest that miR‐204 induces senescence by repressing EphB2 in aged primary cultured hippocampal neurons.

**Figure 5:**
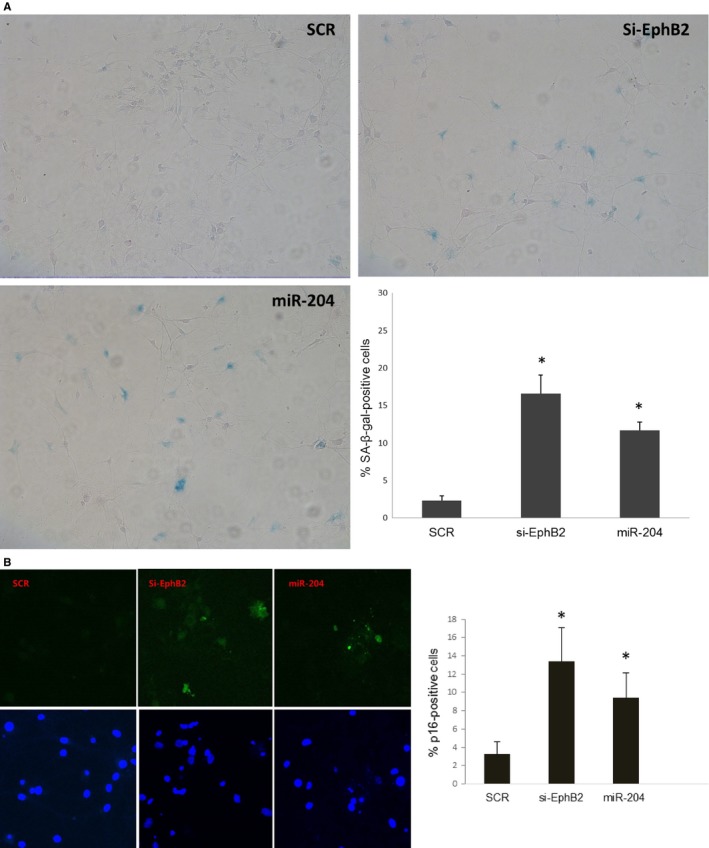
miR‐204 induces senescence‐like phenotype by repressing EphB2 in DIV 24 hippocampal neurons. (A) The appearance of increased SA‐ß‐Gal activity were analyzed and quantitated 21 days after transfection. Percentage of cells positive for the indicated marker is shown in histograms, which correspond to the mean. Error bars indicate standard deviations of three independent experiments from a total of at least 300 cells. *P < 0.05, *n* = 3 (B) Increased expression of senescent marker p16 in miR‐204‐transfected neurons. Error bars indicate standard deviations of three independent experiments from a total of at least 450 cells. *P < 0.05, *n* = 3.

## Discussion

This report provides evidence that the upregulation of miR‐204 in aged hippocampus contributes to the age‐related downregulation of EphB2 and NR1, a possible mechanism for age‐related decline of hippocampal synaptic plasticity and associated cognition dysfunction. We demonstrate that (i) EphB2 is decreased in aged hippocampus concomitant with miR‐204 upregulation, (ii) EphB2 is a target of miR‐204 in hippocampal neurons and (iii) miR‐204 reduces both total NR1 expression and surface expression in hippocampal neurons. As EphB2 signaling is linked to surface expression (Cissé *et al*., 2011; Nolt *et al*., 2011) but not total NR1 expression, there may be two miR‐204‐dependent NR1 regulatory pathways, one mediated by reduced EphB2 expression and the other independent of EphB2 as indicated by the dotted line (Fig. 4C).

There is voluminous evidence that deficient NMDAR‐dependent LTP results in learning and memory impairments (David Sweatt, 2009) and that hippocampal LTP declines with age (Lynch, 2010; Kumar, 2011). Moreover, the rapid recruitment of NMDA receptor subunits can reduce the threshold for LTP, a process that appears to be dependent on dendritic mRNA translation (Swanger *et al*., 2013). Thus, the loss of critical signals involved in maintaining NMDAR surface numbers and LTP threshold through age‐dependent upregulation of miRNAs may be responsible, at least in part, for the age‐related decline in cognitive function. However, miR‐204 targets many other biological pathways including stemness and cell migration. In total, 269 miRNAs were expressed with read counts over 10 in the 2‐, 6‐, and 18‐month‐old mice, consistent with the high brain expression of miRNAs and their active utilization in the modulation of protein expression in mouse brain (Noren Hooten *et al*., 2010; Inukai *et al*., 2012; van Spronsen *et al*., 2013). Among these 269 miRNAs, 55 were differentially expressed in the hippocampus between the 2‐ and 18‐month‐old mice. Among miRNAs regulated by age, miR‐34 is known to be upregulated in aged hippocampus and targets Sirt1 to regulate memory function (Zovoilis *et al*., 2011). In this study, we provided a second possible example of miRNA‐associated memory regulation through miR‐204. The functions of the remaining miRNAs differentially expressed in aged hippocampus remain to be determined.

We found that the total protein level of EphB2, a positive regulator of the axon guidance pathway, was 60% lower in the aged hippocampus than that in the young hippocampus, while the expression of the negative regulator of the axon guidance pathway, RhoA, was 150% higher in the aged hippocampus. These changes indicate that the axon guidance pathway was highly downregulated in the aged hippocampus. This too could contribute to age‐related memory deficits. Memory depends on the integrity of axonal pathways within the hippocampus and pathways connecting the hippocampus to regions such as frontal cortex, and these pathways also show age‐dependent deterioration (Rogalski *et al*., 2012). Age‐related loss of EphB2 may contribute to cognitive deficits by accelerating this deterioration.

miR‐204 was upregulated 2.5‐fold in the aged hippocampus (Fig. S5). We argue that one possible functional consequence of miR‐204 upregulation with age in the hippocampus is the downregulation of EphB2, with ensuing reduction in NR1 surface expression, suggesting that miR‐204 is involved in the regulation of surface expression level of NR1 through EphB2. The reduced total and surface expression of NR1 by miR‐204 in neurons could lead to a decrease in functional NMDA receptors at synapses, reducing synaptic plasticity and cognitive function.

It was recently reported that neuronal cells undergo senescence during the aging process (Jurk *et al*., 2012). In fully matured primary cultured hippocampal neurons (DIV24), we found that increased miR‐204 or decreased EphB2 was accompanied by increase in senescence markers such as SA‐β‐gal and p16. Loss of EphA3, one of the Eph family, was reported to be involved in inducing senescent phenotypes in nontransformed cells (Lahtela *et al*., 2013) and defects of EphA2, another member of Eph family, also induce senescence in cardiac progenitor cells (Goichberg *et al*., 2013). Our results indicate that reduced EphB2 expression in aged hippocampal neurons promotes senescence‐like phenotype. As miR‐204 targets EphB2, we argue that increased level of miR‐204 induces cellular senescence in the aged hippocampal neurons by repressing EphB2.

Why is then miR‐204 increased upon aging, which seems to have negative effect on an individual? One possible explanation is that the age‐associated increase in miR‐204 level is an evolutionary design to downregulate learning and memory capacity in aged animals (Mery *et al*., 2007). It is conceivable, for instance, that the threshold for synaptic plasticity is increased to stabilize existing synaptic circuits underlying older memory traces critical for survival (at the expense of new learning capacity). Alternatively, the increased level of miR‐204 in aged hippocampus may be a mechanism to coordinate hippocampal function with other regions of the aging brain.

Important future tasks will be testing whether exogenous miR‐204 in the hippocampus can induce early cognitive decline in mice and whether an antagomir of miR‐204 can restore EphB2 signaling and rescue NMDAR‐dependent LTP in aged mice. Indeed, several such antagomirs have been shown to rescue hippocampal pathology *in vivo* (Jimenez‐Mateos *et al*., 2015).

## Experimental procedures

### Animals and tissue collection

Male mice (C57BL/6J strain) at 2, 6 and 18 months of age were obtained from Korea Research Institute of Bioscience & Biotechnology‐Institutional Animal Care and Use Committee (KRIBB‐IACUC). All animals were maintained under ‘specific pathogen‐free’ conditions, and all studies were conducted according to the guidelines approved by the KRIBB‐IACUC. Mice without visible signs of tumorigenesis or disease were sacrificed, and their hippocampal tissues were immediately dissected and flash‐frozen in liquid nitrogen. Eight hippocampi from four mice were obtained from each age group.

### miRNA expression profiling

Small RNA sequencing was performed by a commercial service company (Macrogen Inc, Seoul, Korea) using Hi‐seq2000. The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE74796.

### Pathway prediction of target genes

Possible targets for the differentially expressed miRNAs were predicted using TargetScan. The predicted target genes were used as input to the Database for Annotation, Visualization and Integrated Discovery, a KEGG functional analysis database (http://david.abcc.ncifcrf.gov/) with default parameter settings but restricted to mouse species.

### Biotinylation assay

Rat primary hippocampal neurons were transfected with the miR‐204 mimic, EphB2 siRNA or scramble control at 2 DIV and cultured until 7 DIV. The neurons were then placed on ice and rinsed twice with ice‐cold PBS. Cells were incubated with PBS containing 1 mg mL^−1^ sulfo‐NHS‐SS‐Biotin (Pierce Protein Research Products, Waltham, MA, USA) on ice for 30 min and then washed in PBS containing 100 mm glycine to remove unbound biotin. The cells were then washed again with PBS and incubated at 4 °C for 60 min with agitation in RIPA buffer containing protease inhibitors. The cells were lysed by brief sonication and centrifuged at 15 900 g for 15 min at 4 °C. The total protein concentration was measured in diluted aliquots of the cell lysate (1:9 in fresh RIPA buffer), and cell lysate samples (approximately 200 μg of protein/sample) were incubated with avidin agarose beads (Pierce Protein Research Products) at 25 °C for 60 min. The beads with bound biotinylated proteins were washed in PBS three times and boiled in 2× sample buffer and centrifuged to extract surface protein at 18 400 g for 5 min at 4 °C. Isolated protein (10 μg of surface and total lysate protein per gel lane) were electrophoretically separated and subjected to Western blot analysis as described in the Data S1. The levels of surface and total EphB2 and NR1 were quantified from band densities using nih imagej software (Bethesda, MD, USA).

### SA‐β‐gal assay and P16 immunostaining

Rat primary hippocampal neurons were transfected with the miR‐204 mimic, EphB2 siRNA or scramble control at 7 DIV and cultured until 24 DIV. Neurons were fixed with 4% paraformaldehyde and incubated overnight with SA‐β‐gal solution containing X‐gal. SA‐β‐gal‐positive cells were counted using light microscopy. For p16 immunostaining, 4% paraformaldehyde‐fixed hippocampal neurons were incubated overnight with p16 antibody Abcam (ab54210; Cambridge, UK) at 4 °C. After washing in PBS, the cells were incubated in Alexa 488‐conjugated secondary antibody (1:1000; Life Technologies Waltham, MA, USA) for 1 h at room temperature. p16‐positive cells were visualized using fluorescent microscopy.

## Funding info

This work was supported by the Institute for Basic Science (IBS‐R013‐D1 to HGN), DGIST R&D Program of the Ministry of Science, ICT & Future Planning (15‐BD‐06 to KK) and by National Research Foundation Basic Research Program grant 2012R1A1A2006838 (to KK) of the Ministry of Education, Science and Technology, Republic of Korea.

## Author contributions

C.P.D.M., K.K, H.G.N. and S.K.P. designed the research; C.P.D.M., K.K., B.P., J.Y.K., H.J.K., Y.J.K., H.C.K., H.H.L., J.H.P., J.H.J., H.S.L. and D.B. performed the research and analyzed the data; C.P.D.M., K.K. and H.G.N. wrote the paper.

## Conflicts of interest

The authors have declared that no competing interests exist.

## Supporting information

**Fig. S1** Cluster analysis of the differentially expressed miRNAs among the three age groups. The number in the parentheses indicates the total number of miRNAs up (U) or downregulated (D) in the cluster. Click here for additional data file.

**Fig. S2** Differential expression of the miRNAs deduced from small RNA‐seq data was confirmed by quantitative PCR analysis. Darker and lighter histograms indicate qPCR and small RNA seq data respectively Shown are the average and standard deviation for each miRNA. Click here for additional data file.

**Fig. S3** (A) Expression levels of ephrin ligand and receptor genes were examined by qRT–PCR from three independent hippocampal tissue samples. A single ephrin subtype (ephrinB3) and four Eph receptor subtypes (EphA1, EphA2, EphA4, and EphB2) exhibited significantly decreased mRNA expression levels in the oldest age group compared with those in the youngest (*P* < 0.05), ranging from 25% to 60%, whereas RhoA showed a 50% increase (*P* < 0.05). (B) The protein levels of EphB2, EphA4, RhoA, and tubulin (internal control) in the 2‐ and 18‐month‐old hippocampi as measured western blot analysis. EphB2 protein level was downregulated in the aged hippocampus compared with that in the young hippocampus. Two different animals for each of 2 months (2M) and 18 months (18M) were used for the analysis. Click here for additional data file.

**Fig. S4** Effect of miR‐204 transfection on expression of wild‐type luciferase‐Ephb2 3′ UTR in HEK293 cells. SCR, scrambled miRNA control. Click here for additional data file.

**Fig. S5** Expression level of miR‐204 was examined by qRT–PCR from independent hippocampal tissues (*n* = 6, 2 month; *n* = 3, 6 month; *n* = 6, 18 month). Shown are the average and standard deviation. *P < 0.05, M = month. Click here for additional data file.

**Table S1** Total number of reads obtained from profiling the small RNA transcriptome in mouse hippocampus at 2, 6, and 18 months of age. (Non‐miRNA reads for 2M is 3 527 1412 756 663; 6M is 3 850 4103 111 722 and 18M is 5 156 4083 327 229). Click here for additional data file.

**Table S2** Excel file for miRNA raw reads and normalized read counts. 

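The raw reads of Table S2 equalled the deposited counts for each of its 892 miRNAs, with 0 for a miRNA that has no count in a library. Its fold changes are signed, with a negative number for a decrease. Over the 807 fold changes of the 269 miRNAs, the size computed from the deposited counts and the library totals differed from that of Table S2 by at most 0.09%.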

Click here for additional data file.

**Table S3** Pathway annotations associated with the predicted targets of miRNAs upregulated in aged hippocampus. Click here for additional data file.

**Table S4** List of 11 Eph/ephrin signaling components that are putative targets of hippocampal miRNAs. Click here for additional data file.

**Data S1** Experimental procedures. Click here for additional data file.

# Supplementary material for: miR‐204 downregulates EphB2 in aging mouse hippocampal neurons
**Source:** Aging Cell. 2016 Jan 22;15(2):380–8. doi: 10.1111/acel.12444
**Supplement:** Supplementary file 10 — Data S1 Experimental procedures.

**EXPERIMENTAL PROCEDURES**

**Micro RNA Extraction and cDNA library construction**

Small RNA was extracted using the Pure Link Micro-to-Midi total RNA Purification System kit **(Invitrogen,** Waltham, MA, USA**) and miRNeasy mini kit (Qiagen,** Venlo, Netherlands**).** Ten microgram of small RNA per gel lane was subjected to electrophoresis through a 15% TBE-urea PAGE gel. The fractions of the lanes containing RNA molecules between 18 and 30 nucleotides in length were excised. The small RNAs isolated from the gel slices were then attached with 5′ and 3′ adapters and were reverse transcribed using the Illumina Truseq kit, (Illumina, San Diego, California, USA). The resulting cDNAs were amplified by PCR using Illumina primers and were then subjected to polyacrylamide gel electrophoresis. The fractions of the lanes containing cDNA molecules between 60 and 80 nucleotides in length were excised for RNA extraction.

**Small RNA sequencing**

The small RNA sample libraries were subjected to single-end sequencing with a read length of 50 nucleotides. The resulting raw sequences were mapped against the reference mouse genome (Mus_musculus.NCBIM37.55) using the software programs Cufflinks and TopHat (John Hopkins University). The number of sequence reads that corresponded to known miRNAs was determined by perfect sequence matching to the database of known miRNAs (miR Base release version16, <http://www.mirbase.org/>). Raw data (the reads for each miRNA) were normalized to the total reads from each individual sample. We excluded miRNAs with fewer than 10 read counts per sample.

**Cell culture and transfection**

Dissociated hippocampal neurons were prepared from wild-type rat pups (P0). Neurons were plated on polylysine-coated glass coverslips (18 mm; Bellco Glass) in 12-well plates and were maintained in Neurobasal medium supplemented with B27 (Invitrogen), glutamine (Sigma-Aldrich, St. Louis, Missouri, USA), and penicillin–streptomycin (Sigma-Aldrich). Cells were seeded at 70,000 per well and were maintained in a humidified incubator with 5% CO_2_ at 37°C. Neurons were transfected at 2 DIV except for the luciferase assay, in which the neurons were transfected at 7 DIV by calcium phosphate precipitation.

**Western blot analysis**

Western blot analysis was performed as described in the Abcam® Western blotting protocol. Briefly, sample tissues were lysed in RIPA buffer, and aliquots (20−30 µg) of the whole lysate were electrophoresed on 5% sodium dodecyl sulfate/5%−20% gradient polyacrylamide gels (SDS-PAGE), and electrotransferred to nitrocellulose membranes. The membranes were blocked in Tris-buffered saline containing 5% nonfat milk and were then hybridized with the primary antibody followed by the secondary antibody prepared in the same blocking solution. Immunolabelling was visualized using the enhanced chemiluminescence detection system. The antibodies against α-tubulin, RhoA, NMDA receptor subunit NR1, EphB2, and EphA4 were obtained from AbClon (AbC-2001, **Seoul, Korea**), Abcam (ab68826, Cambridge, UK), Life Technologies (32-0500, Waltham, MA, USA), R&D systems (H00002048-M03, Minneapolis, MN, USA), and Abnova (H00002043-M02, Taipei, Taiwan), respectively. Protein band intensity was quantified using ImageJ software (ImageJ 1.46).

**Immunocytochemistry**

Cells were fixed in 4% paraformaldehyde/4% sucrose PBS for 10 min at room temperature, washed three times in PBS, permeabilized in PBS containing 0.1% triton X-100 for 10 min at room temperature, and blocked in PBS containing 5% BSA. Fixed cultures were incubated in rabbit anti-GFP (Abcam: 1:1000, Cambridge, UK) primary antibody at 4°C overnight. After three washes in PBS containing 1% BSA, the cells were incubated in Alexa 488-conjugated secondary antibody (Life Technologies 1:1000) for 1 h at room temperature.

**Quantitative real-time reverse transcriptase–polymerase chain reaction analysis**

Total RNA was isolated from mice hippocampi (both hemispheres) using TRIzol reagent (Invitrogen Life Technologies, Waltham, MA, USA) according to the manufacturer’s recommendations. All samples showed A260/A280 and A260/A230 ratios over 2 and 1.9, respectively. RNA integrity was further examined using the Bio-analyzer Nano 6000 chip (Agilent Technologies), and all samples had an RNA Integrity Number over 8. Total RNA and small RNA samples were converted to cDNAs with PrimeScript™ RT reagent Kit (Promega ImPromm-II Reverse Transcription system, Fitchburg, Wisconsin, USA) and NCode™ miRNA First strand cDNA module (Invitrogen) respectively. One microgram sample of total or small RNA was used to generate a cDNA template. Quantitative real-time PCR was performed using the Bio-Rad real-time PCR system (CFX-96). Primer design was performed using Primer Blast (<http://www.ncbi.nlm.nih.gov/tools/primer-blast/> or <http://pga.mgh.harvard.edu/primerbank/>). The total reaction volume was 20 μL. All reactions were performed on a 96-well plate with SYBR® Green Mix. Target mRNA levels were normalized against actin mRNA and sno202 small RNA (control RNAs) for mRNA and miRNA quantification, respectively, according to the following formula: [2 ^−(CT target − CT control)^] × 100%, where CT is the threshold cycle.

**Statistical analyses**

All statistical data analyses were conducted using Microsoft® Excel 2010.

How the deposited data were processed for this re-analysis (not part of the article)

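Small RNA from the hippocampus of male C57BL/6J mice at 2, 6 and 18 months of age was analysed, with 1 pooled library of 8 hippocampi from 4 mice per age. The authors isolated RNA of 18 to 30 nucleotides, made libraries with the Illumina TruSeq kit, mapped the reads with TopHat and Cufflinks to NCBIM37 (Ensembl release 55), and assigned reads to known miRNAs by perfect match to miRBase release 16. The authors deposited raw read counts per mature miRNA, without normalization, listing for each library only the miRNAs with a read. A miRNA missing from a library was given a count of 0. The trimming of adapters and the filters on reads before counting are not stated in the paper's text and are already part of the counts.

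Counts were divided by the total of known-miRNA reads of the library (1564408, 1906910 and 1946216) and multiplied by 1000000 to give RPM. As in the paper, miRNAs were followed when they had at least 10 reads in every library, and a change was a ratio of RPM of at least 2. The miRNAs compared were the 269 of Table S2. Table S2, whose raw reads equal the deposited counts, was read before the analysis was fixed, so the choice of these 269 miRNAs and the rule for the direction of a miRNA changed in several comparisons were made with the paper's fold changes in view. The match of the direction counts to the paper's is therefore not an independent check. The miRNAs named in the text are miR-204-5p, those labelled in Fig. 1B, those the paper names, the 5 with the largest rise and the 5 with the largest fall between 2 and 18 months inside and outside the 269, the 5 most abundant of each library, and members of arm pairs, genomic clusters or markers that a test needed. This rule and the alternatives were set before the deposited counts were opened, but after Table S2 had been read.

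With 1 library per age, no replicate spread can be estimated and no test of the ages was made. Fisher's exact test (two-sided, scipy 1.17.1) compared the reads of a miRNA and all other known-miRNA reads between 2 libraries, with Benjamini-Hochberg adjustment (statsmodels 0.14.6) over the miRNAs compared. The 95% intervals of fold changes come from the log rate ratio of the 2 counts. At these depths, 3 reads correspond to between 1.54 and 1.92 RPM. The precision follows from the counts: the interval of miR-204-5p, with over 10000 reads in every library, spans 2.13 to 2.21, and that of miR-144-5p, with 17 reads at 18 months, spans a fall of 2.38-fold to 7.05-fold. The interval of the ratio of expression volumes holds the groups fixed in each redraw. A first version, which formed the groups anew, gave 1.43 to 4.92, left out the ratio itself and was replaced after it had been seen. Sets of miRNAs were described by percentiles among 10000 random splits, lists or reassignments, not by p-values, because miRNAs are not replicates.

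The alternatives were edgeR 4.0.16 TMM effective library sizes, DESeq2 1.42.0 size factors (R 4.3.3), quantile normalization of RPM, the sum of known-miRNA and non-miRNA reads of Table S1 as the total, the total without the 5 most abundant miRNAs, other sets of miRNAs, a pseudocount of 1 RPM, fold thresholds of 1.5 and 3, intervals wholly past 2-fold, the chi-square test, and edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4. In the text of Table S1 the digits of the non-miRNA reads run together, and the reading that fits the range given in the Results was used.

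Hairpins were taken from the GENCODE annotation of NCBIM37, the genome build the authors used, by gene name and by synonyms of a RefSeq gene table of GRCm38.p6, from which no coordinates were used. A hairpin was found for 231 of the 269 miRNAs (85.9%). Mature sequences were not used here. Each hairpin was folded with RNAfold 2.7.2 and parted at its terminal loop, and the GC content and base runs of the arm stand in for those of the mature miRNA. This replaced a planned correction by mature GC content and was chosen after the data had been seen. The functions were tested on simulated counts of 659 miRNAs with 200 changed 4-fold. The simulated counts held counting error only and were divided by fixed totals, not by their own sums. The simulation thus does not test scaling by the total, spread between libraries or changes near 2-fold. Of the 99 changed miRNAs that had at least 10 reads in both simulated libraries, 98 (99.0%) were recovered, with 1 false call among the 340 miRNAs tested, and 94.7% of the intervals held the true change. The qPCR, immunoblot and luciferase experiments were not analysed here.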

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

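The tests in this part were chosen after the counts had been seen. Among the 81 miRNAs with at least 10 reads in every library that are outside the paper's 269, 8 changed at least 2-fold between 2 and 18 months, and 2 of them changed at least 4-fold. All 8 rose. They stand out because the fold changes of Table S2 leave them out, although its raw reads include them. The larger changes were those of miR-145-5p, with 29, 25 and 484 reads at 2, 6 and 18 months (13.4-fold at 18 against 2 months, 95% counting interval 9.22 to 19.5), and miR-129-2-3p, with 30, 35 and 390 reads (10.4-fold, 7.21 to 15.2). Both rises exceed the largest rise among the 269, that of miR-24-3p. The paper's text does not name the reason why these miRNAs were not listed. The hairpins of miR-145-5p and miR-143-3p lie within 10 kb on 1 strand. miR-143-3p, one of the 269, fell from 18476 to 15115 reads (log2 fold change -0.60), so this neighbour did not share the rise of miR-145-5p.

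Sampling of reads was tested by sharing the reads of each of the 81 miRNAs between the libraries at 1 rate. In 1000 redraws a median of 1 and at most 7 changed at least 2-fold, so the number 8 exceeded every redraw, though narrowly. The counting intervals of 8 of the 8 left out no change, which says little for miRNAs picked for a 2-fold change. Fisher's exact test on the reads was adjusted over all 350 miRNAs with at least 10 reads in every library. Each of the 8 had an adjusted p under 0.05, the highest being 0.032 (miR-29a-5p). Without the 5 most abundant miRNAs in the total, that of miR-29a-5p was no longer under 0.05. Sampling of reads alone is thus not enough to give the larger rises, of miR-145-5p and miR-129-2-3p. For the number 8 as a whole, the narrow margin over the redraws does not settle it. GC-dependent recovery could not be tested in this set, because a hairpin-arm GC value was found for 74.1% of the 81, under the 80% set as the minimum. The slope fitted to the 269 was 0.0106 log2 units per % of arm GC, with a median arm GC of 48.9%. At that slope no arm GC content could give a 2-fold rise. This argues against a linear GC effect of that size as the sole source of the 8 rises. A GC effect of another form or size in this set was not tested. Recovery that depends on runs of C, described below, was not tested for these 8 on their own. For the larger rises, the slope fitted to the 269 would account for 0.04 (miR-145-5p) and 0.08 (miR-129-2-3p) of log2 fold changes of 3.75 and 3.39. The rises cannot be told apart from a difference between single libraries, since the age and the library are the same thing in this design.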

How the results depend on the processing

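With no replicates, a count of miRNAs is called unchanged here when it stays within 1.5 times its value, and the ratio of volumes when it stays within its counting interval. In each case below the cause was not tested. All results not named here stayed within these limits under every alternative that was run.

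Over all miRNAs with at least 10 reads in at least 1 library, with 1 read added, 131 miRNAs changed between any ages, 92 of them upregulated, 68 were upregulated at 18 against 2 months and 75 at 18 against 6 months, 10 were upregulated and 12 downregulated at 6 against 2 months, 84 were past 2-fold with differing read shares, and the ratio of volumes was 1.20. Over those of the 269 miRNAs with at least 100 reads in every library, 34 changed, 20 upregulated and 14 downregulated; 13 rose and 8 fell at 18 against 2 months, 20 rose and 12 fell at 18 against 6 months, 0 rose and 0 fell at 6 against 2 months, 21 had differing read shares, and the ratio was 5.01. Over all miRNAs with at least 10 reads in every library the ratio was 1.17.

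With the counting interval wholly past 2-fold, 39 changed, 31 upregulated and 8 downregulated; 19 rose and 5 fell at 18 against 2 months, 7 fell at 18 against 6 months, and 0 rose and 0 fell at 6 against 2 months. At a threshold of 1.5-fold, 61 rose and 64 fell at 18 against 2 months, and at 3-fold 11 rose and 3 fell.

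With edgeR's TMM and with DESeq2's size factors, 12 miRNAs fell at 18 against 2 months. The ratio of volumes was 2.35 with TMM, 2.22 with DESeq2's size factors and 2.27 without the 5 most abundant miRNAs. These scalings form the groups anew, whereas the counting interval used as the limit holds the groups fixed. Redraws of the counts that formed the groups anew gave 1.43 to 4.92. These ratios lie in that range, but the main ratio of 1.41 does not. That range therefore cannot decide whether the ratio depends on the scaling beyond counting error. Measured by RPM at 18 months it was 3.30, and measured by RPM at 2 months it reversed to 0.60; grouping by the ratio of these ages builds in part of both shifts. With quantile normalization, 2 miRNAs rose at 6 against 2 months. With an assumed biological coefficient of variation of 0.2, 22 miRNAs were past 2-fold with an adjusted p under 0.05, and with 0.4 there were 0.

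The log2 fold change of miR-204-5p at 18 against 2 months was 1.12, and between 0.76 (quantile) and 1.24 (TMM) under the alternatives. Relative to the total, TMM moved the median log2 fold change of the 269 miRNAs by 0.13, DESeq2's size factors by 0.11 and the total without the 5 most abundant by -0.11. Of the 44 named miRNAs, miR-134-3p, at -0.12, reversed to 0.01 with TMM and to 0.12 with quantile normalization, and for 3 values of other miRNAs (miR-29a-5p without the 5 most abundant, miR-26a-5p and miR-127-3p with quantile normalization) the adjusted p in Fisher's exact test was no longer under 0.05. Of the 29 named miRNAs changed at least 2-fold, 9, including miR-204-5p, changed less than 2-fold under at least 1 scaling. The correction by mature GC content was not run. The hairpin-arm correction chosen after the data were seen gave 36 upregulated and 17 downregulated miRNAs in place of 36 and 19, but only 30 of the 36 and 16 of the 19 have an arm, and the others kept their values. Depth limits the miRNAs near 10 reads, such as miR-144-5p, whose fall has an interval of 2.38-fold to 7.05-fold.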

Differences from the paper's values

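The counts of changed miRNAs and the fold changes of Table S2 did not differ from the paper's values. The expression volumes did differ from values read on the axis of Fig. 1B. The legend gives its formula for the size of the marker, so the 2 may not be the same quantity. By the formula in the legend of Fig. 1B, the volume of miR-191-5p was 54361 RPM against the paper's value of about 250 on the axis of Fig. 1B, read by eye. That of miR-99b-5p was 13120 RPM against about 190 in Fig. 1B, read by eye, that of miR-125a-5p 3885 RPM against about 140 in Fig. 1B, read by eye, and that of miR-411-5p 10182 RPM against about 180 in Fig. 1B, read by eye. None of the alternatives set before the data were examined bears on these 4 values. The product of the log2 RPM at 2 months and the log2 RPM at 18 months, a scale chosen after seeing the values in the figure, was 247.0 for miR-191-5p, 186.4 for miR-99b-5p, 141.3 for miR-125a-5p and 177.0 for miR-411-5p, each close to the value read from the axis. The 4 differences may thus lie in the scale of the axis and not in the expression values.

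The paper gives 269 expressed miRNAs, and 350 had at least 10 reads in every library by the same minimum. The 2 numbers are within 1.5 times of each other. The paper states that the upregulated miRNAs had uniformly higher expression levels than the downregulated ones. Of the 19 downregulated miRNAs, 8 had a higher volume than the median upregulated miRNA.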

Other observations

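In this part, the tests of depth, of the most abundant miRNAs and of the scaling of miR-204-5p were set before their results were seen, and all other tests were chosen after the counts had been seen. The first pattern is that many miRNAs changed at least 2-fold at 18 against 2 months and few at 6 against 2 months (55 and 6 of 269). Smaller differences were common in both, as 181 and 105 of the 269 had an adjusted p under 0.05 in Fisher's exact test on the reads. Sampling of reads is not enough to give it. When the reads of each of the 269 miRNAs were shared between the libraries at 1 rate, at most 8 changed at least 2-fold in 1000 redraws (median 2), for 18 against 2 months and likewise for 6 against 2 months, where the number 6 is thus within reach of sampling, although 5 of these 6 miRNAs had an adjusted p under 0.05. The counting intervals (54 of the 55 and 6 of the 6 left out no change) add little, as these miRNAs were picked for a 2-fold change. Nor is depth, since thinning all libraries to the smallest gave a median of 56 changed miRNAs. Taking the 5 most abundant miRNAs out of the total left 54, with 31 risen and 23 fallen in place of 36 and 19. A new total moves every log2 fold change by the same amount, here -0.11, so rises lost are offset by falls gained. The sum therefore cannot decide whether a few abundant miRNAs gave the pattern. For GC-dependent recovery, Spearman's rho of the log2 fold change with hairpin-arm GC, across 231 miRNAs that are not independent replicates, was 0.11 at 18 against 2 months and -0.11 at 6 against 2 months. Among the miRNAs with a GC value, a linear correction gave 44 changed miRNAs in place of 46, so GC content may account for a small part and cannot be ruled out.

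A further test concerned runs of C, a motif picked after the changed miRNAs had been seen. Among 291 miRNAs with a hairpin arm, those with CCC in the arm had a median log2 fold change of 0.24 at 18 against 2 months, and those without had -0.19. Of 64 trinucleotides, CCC had the highest Spearman's rho with the log2 fold change, 0.21, but AGT (-0.19), CAG (-0.18) and CCG (0.16) were near it in size, and this ranking includes the changed miRNAs. To keep the changed miRNAs that prompted the test out of it, it was repeated over the miRNAs changed less than 2-fold. Their medians were 0.08 with CCC (84 miRNAs) and -0.20 without (157 miRNAs), and the first lay at percentile 99.8 among 10000 random lists matched on mean expression, and at 99.4 among lists matched on arm GC. At 6 against 2 months it lay at percentile 42.7. A candidate explanation is that the library of 18 months recovered C-rich small RNAs differently, in ligation or another step. With 1 library per age this cannot be told apart from a change with age in miRNAs that share such bases, and related miRNAs are not independent. The difference in medians is small beside a 2-fold change. The share with CCC was 46.7% of 30 upregulated, 31.2% of 16 downregulated and 35.7% of 185 unchanged miRNAs among the 269.

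If transcription of shared primary transcripts had set the changes, miRNAs of neighbouring hairpins would have changed alike. Over 311 pairs of miRNAs whose hairpins lie within 10 kb on 1 strand, the mean difference in log2 fold change was 0.86, at percentile 28.3 among 10000 random reassignments of the same values. Over 65 pairs of arms of 1 hairpin it was 0.70, at percentile 20.05. Neither stood apart from chance. The reassignments moved values only among the miRNAs of the pairs, and many neighbouring hairpins lie in 1 region of chromosome 12. A change shared across that region would not stand apart, so the test of neighbours cannot exclude shared transcription. In both Mir34b and Mir34c the 3p arm rose (1.07 and 1.19) while the 5p arm fell (-0.48 and -0.43), with the same directions of the miR-34b and miR-34c arms under each scaling run. These directions were not tested against differences between libraries of one age.

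For the rise of miR-204-5p at 18 months, the lowest fold change among 5 scalings was 1.70, and the fold change after the hairpin-arm GC correction was 2.27. Its hairpin arm holds CCC. Taking off the difference in medians between miRNAs with and without CCC left 1.61 (difference 0.43 on the log2 scale, from all miRNAs, the changed ones and miR-204-5p included) or 1.78 (0.28, from miRNAs changed less than 2-fold). A difference of medians sets no limit on the effect for 1 miRNA, and 16 of 107 miRNAs with CCC rose as much or more. In the sequencing alone, the rise cannot be told apart from recovery that depends on runs of C. The paper also reports a 2.5-fold rise by qRT-PCR on independent tissues (Fig. S5), an assay that does not use these libraries and was not analysed here. Carry-over of choroid plexus or ciliated ependyma was tested with a list of 10 marker miRNAs. The 9 with a mean of at least 10 reads all fell, with a median log2 fold change of -0.48 against the rise expected of such a source. The list holds 1 arm of most hairpins. With both arms of the listed hairpins 9 of 12 fell and 3 rose, including miR-34b-3p and miR-34c-3p, and the median was -0.40. The choroid plexus markers alone had a median of -0.45 (6 listed arms, some with an interval that includes no change) and -0.37 with both arms (6 of 7 fell). The ependyma markers had -0.48 (3 listed arms) and -0.43 with both arms (3 of 5 fell). The most abundant listed choroid plexus marker, miR-1298-5p, was at 0.82 of its level at 2 months (counting interval 0.78 to 0.87). With 6 of 7 arms fallen and 1 risen, the choroid plexus markers did not show the rise expected of carry-over of that tissue. They are linked to 1 gene, Htr2c, so the arms do not count as separate markers. A fall of that gene could hide carry-over, so carry-over of choroid plexus is not settled. Of the ependyma arms 2 of 5 rose, so carry-over of ependyma is not settled either. With TMM, DESeq2's size factors or the total of Table S1, 8 of the 9 fell, and their median stayed below 0, between -0.45 and -0.35. The rise of miR-211-5p was 0.06% of the rise of miR-204-5p. A change of miR-204-5p with age is one hypothesis that these tests leave open, and a difference between single libraries is another that the sequencing does not address.

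Among other miRNAs, the paper names miR-34 without giving the member. Its members differed: miR-34a-5p was 1.75-fold higher at 18 than at 2 months (109 and 237 reads). The more abundant miR-34c-5p fell (13086 and 12101 reads, log2 fold change -0.43), as did miR-34b-5p (238 and 213 reads, -0.48). The 3p arms of miR-34b and miR-34c rose, as given above. miR-501-3p was 3.54-fold higher at 18 than at 2 months (99 and 436 reads). miR-134-5p, with 55 and 81 reads, was 1.18-fold higher, with a counting interval that includes no change. In the 3′ UTR of Grin1, which encodes the NMDA receptor subunit NR1, the annotation of NCBIM37 has 1187 nucleotides on chromosome 2 from 25146701 to 25147887, with 0 matches to bases 2 to 7 of miR-204-5p.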
